A study of Homo sapiens with 17 samples. Its data were reported in "Bone morphogenetic protein (BMP) signaling determines neuroblastoma cell fate and sensitivity to retinoic acid" (2025).

How the data were processed

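RNA was sequenced from CHP-134, an established human neuroblastoma cell line that carries extra copies of the oncogene MYCN, in culture and as tumors in mice. The culture series has 8 libraries: 2 of cells given the solvent DMSO, and 2 each of cells given 2 µM all-trans retinoic acid (ATRA) for 1, 3 or 6 days. The tumor series has 9 libraries of tumors that CHP-134 cells formed under the skin of immunodeficient mice. Of these, 5 are of untreated control tumors and 4 of tumors from mice given 13-cis-retinoic acid (RA tumors). The drug was given by mouth at 25 mg/kg per dose, with 2 doses per day. ATRA and 13-cis-retinoic acid are stereoisomers. Libraries of cells were made with the Illumina Stranded Total RNA kit with Ribo-Zero Plus, and those of tumors with the KAPA RNA HyperPrep kit with RiboErase. Both kits remove ribosomal RNA and mark the strand, and libraries were read on an Illumina NovaSeq.

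The authors trimmed reads with Trim Galore 0.4.4, aligned them to the human genome (hg38) with STAR 2.7.10a, and estimated expected counts per gene with RSEM 1.3.3, as the processing notes state. The deposited expected counts are not normalized, and 7.55% of the values in cells and 14.66% in tumors are not whole numbers. The annotation release and the strand setting used in counting are not stated in the sources used here, so reads of overlapping genes on opposite strands cannot be told apart. A step that removes mouse reads from the tumor libraries is not stated either. The table of cells has 60754 entries and that of tumors 60662. The 92 entries of the former for spike-in RNA are all at 0, and the 60662 entries of the latter are all genes that both tables hold. Per the protocol, ERCC spike-in RNA was mixed into the RNA of tumors, but it was not used here for scaling. A reference annotation gave type and position to 60261 of the genes, of which 19882 code for protein.

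Libraries of cells held 31607051 to 39422897 counts and those of tumors 17266558 to 29078889. Expected counts were rounded to whole numbers. Each of 3 models was fitted to its own set of libraries: cells alone (4 groups), tumors alone (2 groups) and all 17 libraries (6 groups), with 1 mean per group and no covariate. Genes with too few counts were removed with filterByExpr (minimum count 10), which left 20237 genes in cells, 21098 in tumors and 25787 in all libraries. Library sizes were scaled by TMM, and each comparison used edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3) with robust estimation and Benjamini-Hochberg adjustment over all genes tested (FDR). A gene is called changed with an FDR under 0.05 and more than a 2-fold difference. The SE of a log2 fold change is its size over the square root of the F statistic. The biological coefficient of variation was 2.65% in cells, 13.88% in tumors and 10.95% in all libraries, with 4, 7 and 11 residual degrees of freedom. The paper describes the culture replicates as independent, and neither it nor the labels say whether they were grown as separate cultures, so p-values in cells measure the spread between these samples.

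The 9 comparisons were ATRA at 1, 3 and 6 days against DMSO, 3 days against 1 day, 6 days against 3 days, RA tumors against control tumors, each kind of tumor against DMSO cells, and the effect in tumors minus the effect of 6 days of ATRA in cells. Per-group levels are CPM (counts of a library scaled to a common total, with TMM), as mean and SD. Where every library of a group was at 0, the fold is a bound against a floor of 3 counts over that group, and it covers counting error only.

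Gene lists, 33 in all, were fixed before the data were examined, as were the groups, tests, comparisons, the rule for named genes and the alternative settings listed here. They hold ID genes, bone morphogenetic protein (BMP) receptors and SMADs, BMP inhibitors and feedback genes, other BMP target genes, retinoic acid target genes, 3' HOX genes, retinoid receptors, pro-apoptotic genes, anti-apoptotic genes, p53 target genes, CDK inhibitors, G1/S genes, G2/M genes, neuronal differentiation genes, neurotrophin and GDNF receptors, axon guidance genes, adrenergic core transcription factors, catecholamine genes, mesenchymal-state genes, bHLH factors and HES genes, nucleolar MYC target genes, hypoxia and glycolysis genes, cholesterol synthesis genes, interferon response genes, unfolded protein and stress genes, immediate early genes and mitochondrial-genome transcripts. Marker lists of fibroblasts, endothelium, leukocytes, Schwann cells, red cells and skin epithelium complete the set. Each list with at least 2 measured genes was tested against all other genes with camera (limma 3.58.1, preset correlation 0.01), and its p-values were adjusted over the 291 list tests (adjusted p). Camera was repeated with an estimated correlation between genes. The fry test was also run: it asks whether the genes of a list move, on balance, one way, and does not compare them with other genes.

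The text names genes by a rule. It takes a panel of genes (among them ID1, ID2, ID3, ID4, SMAD9, RARB, CYP26A1, CYP26B1, DHRS3, MYCN, RET, CDKN1A, BCL2, MAP2, DCX, MAPT, NEFH, NEUROD1 and MKI67), the 6 largest rises and 6 largest falls per comparison, up to 4 genes with the smallest FDR per list, 4 with the smallest FDR in each direction for the difference of effects, and every gene behind a count of 5 or fewer that the text prints. Some genes that the rule takes are not reported here. The largest rises and falls are called protein-coding genes with at least 5 CPM in the higher group and no overlap between the libraries of the groups.

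The tests were checked on simulated counts with 200 genes changed by known folds. In the comparison of 6 days of ATRA with DMSO, 82.5% of genes changed 3-fold and 97.9% of genes changed 6-fold were called, and 10 of the unchanged genes among 19749. In RA against control tumors these were 87.4%, 100% and 3 among 20962. In control tumors against DMSO cells they were 78.5%, 94.7% and 7 among 23936, and for the difference of effects 64.5%, 84.4% and 1 among 23863.

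The alternative settings were DESeq2 1.42.0, RLE scaling, no filter on low counts, protein-coding genes only, and only the compared groups in the model. Others were leaving out each library in turn, the replicate number as a block, and removal of GC and length trends. A further setting had as covariate a host-cell marker score, the mean log2 CPM of 38 marker genes. CHP-134 cells express some such markers, so the score does not measure mouse RNA alone. Where leaving a library out leaves 1 in its group, that library is assumed to vary like the other groups. Splits of the 9 tumors into 5 and 4, of which 100 of 126 were drawn, matched random lists (10000) and bootstraps (2000) used seed 1. Overlaps of genes on opposite strands were found with GenomicRanges 1.54.1.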

Results

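The study asks how retinoic acid, a drug for neuroblastoma that drives cells to differentiate or die, changes gene expression in CHP-134, a cell line that is very sensitive to it, in culture and in tumors grown in mice. There were 8 libraries of cells, 2 each of DMSO and of 1, 3 and 6 days of ATRA, and 9 of tumors, 5 control and 4 RA-treated. In the order control tumors 1 to 5, total counts were 17266558, 19995798, 18482103, 18656412 and 17738102, and in RA tumors 1 to 4 they were 17326055, 26100261, 21619330 and 29078889. In cells they were 39422897 and 34450006 with DMSO, 37913694 and 37525400 at 1 day, 31607051 and 33648413 at 3 days, and 32201873 and 33490015 at 6 days. The first principal component of the cells held 74.6% of the variance and ordered the libraries by time in ATRA, while that of the tumors held 26.7%. Values after ± are SEs for log2 fold changes and SDs for CPM, n is 2 for each group of cells, 5 for control and 4 for RA tumors, and a list's count of calls was the same when adjusted over the list alone unless both are given. Genes that share reads with a gene on the opposite strand or with an overlapping gene are uncertain in size: this holds for ID2, MYCN, SMAD1, PHOX2A, MAPT, RARA, VIM, SLIT3, TP53INP1, CHRD, NEFM, NEUROG2, GATA3, HAND2, SOX10, CDKN2A, CFLAR, FAS, DDIT3, DNAJB1, DHCR7, LSS, NCAM1, PRPH, TGM2, CD68, CSF1R, the IFIT genes and others that a clause marks as overlapped.

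The first day of ATRA asks which genes lead the response. RARB, a retinoic acid receptor gene that the receptors themselves switch on, rose 9.38-fold (log2 fold change 3.23 ± 0.14, FDR 2.14e-20) from 0.81 ± 0.16 to 7.73 ± 0.36 CPM. The genes that bind, import and degrade retinoids rose with it: CRABP2 by a log2 fold change of 1.22 ± 0.06, STRA6 by 1.09 ± 0.04 and CYP26B1 by 1.56 ± 0.25. RET, the receptor through which GDNF signals to neurons, rose 5.12-fold. Of 11 retinoic acid target genes, 8 rose (list median 1.56, adjusted p = 2.50e-36 by camera, adjusted p = 0.00924 with an estimated correlation). The largest rises outside that list were those of ENPP2 (27.7-fold), PLEKHA6 (27.3-fold, overlapped), CCBE1 (14.1-fold) and RGS16 (13.1-fold). ENPP2 makes the signaling lipid lysophosphatidic acid, and RGS16 is a brake on G protein signals. STC1 (4.18-fold), the collagen genes COL3A1 (4.07-fold) and COL1A1 (3.68-fold), the receptor gene NOTCH1 (3.24-fold) and SEMA3D (2.97-fold), which repels growing axons, were among the genes that fell most. Without DMSO library 1 the log2 fold change of CYP26B1 was 2.32.

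The ID genes encode proteins that block the transcription factors of neuronal differentiation, and BMP, a growth factor, switches them on. At 1 day their log2 fold changes were −0.01 ± 0.035 for ID1 (ENSG00000125968.9, hg38 chromosome 20, 31605283 to 31606515), −0.11 ± 0.04 for ID2 (ENSG00000115738.10, chromosome 2, 8678845 to 8684461), 0.30 ± 0.03 for ID3 (ENSG00000117318.9, chromosome 1, 23557926 to 23559501) and 0.43 ± 0.07 for ID4 (ENSG00000172201.12, chromosome 6, 19837370 to 19842197), and none passed the fold threshold. The median of the list was 0.15 (adjusted p = 0.204), and it is no independent evidence, since the study singled these genes out in these samples. Cholesterol synthesis genes fell early (median −0.59, adjusted p = 4.37e-50, adjusted p = 0.00609 with an estimated correlation). INSIG1, which senses sterols, fell by a log2 fold change of 1.19, and HMGCS1 and FDFT1, which encode early enzymes of the pathway, were at −0.89 ± 0.03 and −0.81 ± 0.03. The SKI-like repressor gene SKIL rose (1.195 ± 0.02) and the BMP antagonist gene GREM1 fell (−1.204 ± 0.22). So did CXCR4 (−1.88 ± 0.36), while the axon guidance genes SLIT2 (1.29 ± 0.06) and PLXNA4 (1.98 ± 0.11), the adhesion gene CNTN2 (1.74 ± 0.03), the cell death gene BMF (1.23 ± 0.11), the transcription factor genes SOX9 (2.74 ± 0.09), FOSL1 (2.63 ± 0.71) and HES1 (1.62 ± 0.40), and NGFR (1.19 ± 0.19), a nerve growth factor receptor gene, rose. MYCN was at 0.22 ± 0.02 and the proliferation marker MKI67 at −0.04 ± 0.02.

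In all, 554 genes were called at 1 day, 394 up and 160 down. G2/M genes, needed for mitosis, fell slightly (median −0.12, adjusted p = 3.53e-07, adjusted p = 0.0408 with an estimated correlation). Retinoid receptors (median 0.56, adjusted p = 1.58e-06), immediate early genes (0.51, adjusted p = 0.000562) and mitochondrial-genome transcripts (0.21, adjusted p = 9.87e-09) passed upward, with adjusted p = 0.0627, 0.161 and 0.232 with an estimated correlation. Interferon response genes were at a median of 0.10 (adjusted p = 0.0325, adjusted p = 0.22 with an estimated correlation). Median, mean and test differed in sign in 53 of the 291 list tests and in 2 of the 98 called: at 1 day, BMP inhibitors and feedback genes had a median of −0.143 and a mean of −0.116 with a test upward (adjusted p = 0.0229, adjusted p = 0.184 with an estimated correlation), and neuronal differentiation genes a median of −0.016 and a mean of 0.119 (adjusted p = 0.00599, adjusted p = 0.132 with an estimated correlation). Without ATRA 1 day library 1 the call of NGFR was lost (0.96), without library 2 those of GREM1 (−0.93) and FOSL1 (2.17), and without DMSO library 2 that of FOSL1 (2.06), which was at 3.75 without DMSO library 1. SMAD1, which carries the BMP signal to the nucleus, was at 0.97 ± 0.04 and was called without DMSO library 1 (1.03).

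By 3 days RARB and CYP26B1 had gone further, while RET was lower than at 1 day, at 3.73-fold against 5.12-fold above DMSO. RARB was 18.7-fold above DMSO (4.23 ± 0.13, FDR 5.82e-26), CRABP1 10.8-fold and CYP26B1, the enzyme gene that clears retinoic acid, 17.6-fold, and 9 of 11 retinoic acid target genes had risen (median 1.90, adjusted p = 1.05e-34, adjusted p = 0.00924 with an estimated correlation). ENPP2 reached 1007 ± 10.1 CPM, 219-fold above DMSO, and the cell polarity gene CRB1 and the vessel growth factor gene ANGPT1 rose from 1 and 3 counts over both DMSO libraries to 16.1 ± 1.40 and 16.1 ± 0.05 CPM. CBLN4 (11-fold) and STC1 (10-fold) were among the genes that fell most. Of 24 neuronal differentiation genes 3 were higher than with DMSO, CNTN2 8.42-fold, the tubulin regulator gene STMN4 2.71-fold and the neurofilament gene NEFM 2.24-fold (median 0.04, adjusted p = 5.67e-05, adjusted p = 0.0725 with an estimated correlation). Of 43 axon guidance genes, ROBO2 (7.44-fold), PLXNA4 (14-fold) and EPHA3 (14-fold) were higher (median −0.11, adjusted p = 0.901). Neurotrophin and GDNF receptors had a median of 1.06 (adjusted p = 0.00464, adjusted p = 0.149 with an estimated correlation), with NTRK2 2.79-fold, NGFR 9.31-fold and RET 3.73-fold higher. ISL1, which belongs to the core circuit that holds neuroblastoma cells in the adrenergic state, fell by a log2 fold change of 1.72. CYP26B1 was at 4.14, or 4.90 without DMSO library 1.

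ID1 and ID2 were at log2 fold changes of −0.83 ± 0.04 and −0.89 ± 0.05 at 3 days, ID3 at 0.12 ± 0.03 and ID4 at 0.04 ± 0.07, none past the fold threshold (list median −0.39, adjusted p = 0.0325, adjusted p = 0.403 with an estimated correlation). BAMBI, NOG and GREM1, which inhibit BMP or its receptors, fell by 1.14, 1.69 and 1.78, SKIL (1.59 ± 0.02) and SMAD1 (1.28 ± 0.04) rose, and SMAD6 was at 0.43 ± 0.03. Among 3' HOX genes, which retinoids switch on in embryos, HOXA3 (1.72 ± 0.41), HOXC5 (1.08 ± 0.09) and HOXD4 (1.05 ± 0.17) rose, and HOXB3 and HOXB5 rose at least 5.63-fold and 4.13-fold from 0 counts. The receptor genes RARA (1.41 ± 0.03) and RXRG (2.04 ± 0.13) rose with RARB, as did BMF (2.66 ± 0.10), the cell cycle inhibitor gene CDKN1C (1.08 ± 0.12), TP53INP1 (1.52 ± 0.04) and SOX9 (3.66 ± 0.09). PHLDA3, a p53 target, HES6, a Notch pathway gene, and the mesenchymal gene PRRX1 fell by 1.13, 1.17 and 1.93. Of the axon guidance genes SEMA3D, SLIT3, CXCR4, DCC and SEMA3C fell by 2.95, 1.70, 3.69, 1.29 and 1.12.

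The count at 3 days was 1593, with 1102 up and 491 down. Cell cycle lists had moved little: G1/S genes, used for DNA synthesis, had a median of −0.30 (adjusted p = 3.52e-11, adjusted p = 0.0862 with an estimated correlation) with RRM2 at −0.59 ± 0.02, and G2/M genes −0.32 (adjusted p = 2.01e-14, adjusted p = 0.0224) with TOP2A at −0.42 ± 0.02. MYCN was at −0.07 ± 0.02. The 10 adrenergic core transcription factors had a median of −0.57 (adjusted p = 8.31e-07, adjusted p = 0.131 with an estimated correlation). Calls of single genes hung on 1 library in some cases. Without ATRA 3 days library 1 those of CDKN1C (0.99), HOXD4 (0.99) and PHLDA3 (−0.97) were lost, and without library 2 those of HOXB5 (4.25) and NOG (−1.31). Without DMSO library 1 CDKN1C (0.90) lost its call, without DMSO library 2 PHLDA3 (−0.96), and without any of the 4 libraries SEMA3C (−1.17 to −1.07). The call of the ID list was lost without ATRA 3 days library 2 (adjusted p = 0.0527).

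After 6 days of ATRA the ID genes had fallen. The paper states that most CHP-134 cells die by then and that the few survivors look neuron-like. All values at 6 days thus compare surviving cells with DMSO cells, and selection was not separated from change within cells. ID1 fell 45.5-fold, from 102.7 ± 0.75 to 2.25 ± 0.10 CPM (−5.51 ± 0.07, FDR 8.68e-39), ID2 8.52-fold (−3.09 ± 0.06), ID3 5.28-fold (−2.40 ± 0.03) and ID4 2.47-fold (−1.31 ± 0.08). All 4 were called over all genes and adjusted over the list alone, which is not independent evidence because the study singled this list out in these samples (median −2.75, adjusted p = 2.13e-09, adjusted p = 0.117 with an estimated correlation). SMAD6 and SMAD7, which BMP signals induce and which then damp them, fell by 2.40 and 1.82, as did the BMP targets ATOH8, GATA2 and MSX1 by 1.85, 3.86 and 2.23. MSX2 fell at least 20.1-fold to 0 counts, and DLX5 rose (2.31 ± 0.09). BAMBI, NOG and GREM1 fell by 2.01, 2.17 and 4.58, and SKIL and CHRD rose by 1.82 ± 0.02 and 2.31 ± 0.08. SMAD1 rose (1.93 ± 0.04) and SMAD9, another carrier of the BMP signal, was at −0.85 ± 0.03. BMP inhibitors and feedback genes had a median of −0.37 (adjusted p = 0.863), other BMP target genes −0.85 (adjusted p = 0.204) and BMP receptors and SMADs 0.17 (adjusted p = 0.782).

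**Figure D1:**
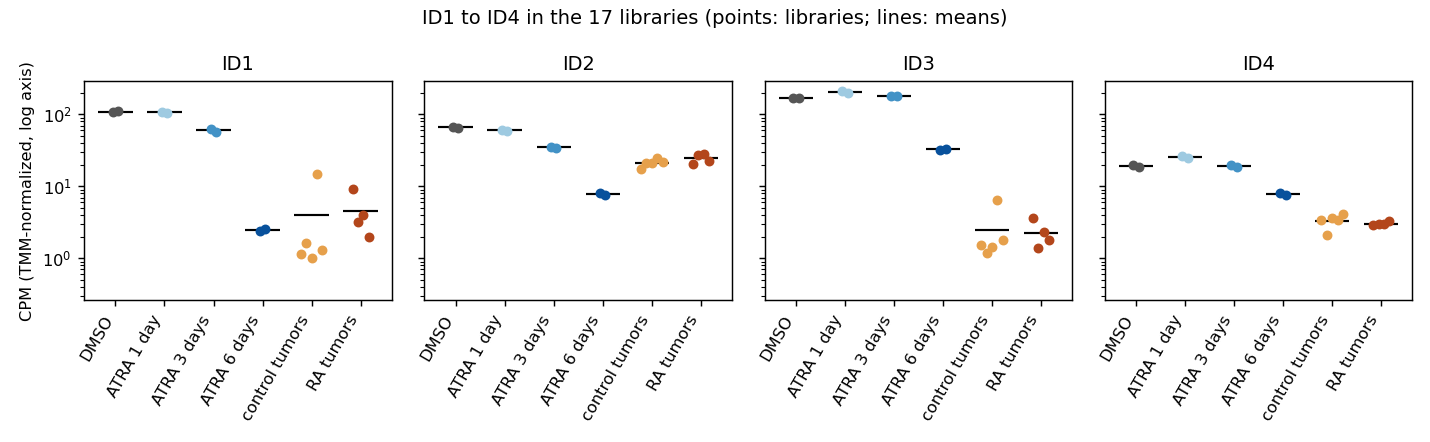
TMM-scaled CPM of ID1 to ID4 on a log axis in each of the 17 libraries, as points, with lines at group means. All 4 genes are lower at 6 days than with DMSO, and control tumor 4 lies above the other control tumors for ID1 and ID3.

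Cell division genes fell together at 6 days: 42 of 43 G1/S genes (median −2.32, adjusted p = 9.12e-72, adjusted p = 0.0195 with an estimated correlation) and 49 of 53 G2/M genes (median −2.26, adjusted p = 3.77e-72, adjusted p = 0.0114). RRM2, which makes DNA building blocks, fell 11.9-fold, the replication licensing gene CDC6 10.3-fold, TOP2A 5.65-fold and MKI67 5.57-fold. MYCN fell 2.05-fold, to 900 ± 12.4 CPM, and 17 of 18 nucleolar MYC target genes fell (median −1.26, adjusted p = 1.13e-16, adjusted p = 0.0495 with an estimated correlation), among them NCL (2.28-fold) and the polyamine enzyme gene ODC1 (4.14-fold). The CDK inhibitor genes CDKN1C (19-fold) and CDKN2D (2.64-fold) rose, CDKN2A and CDKN2C fell by 1.45 and 1.10, and CDKN1A was at 0.89 ± 0.03 (list median 0.36, adjusted p = 0.176). Of the cell death genes, BBC3 (1.67 ± 0.20), BMF (2.17 ± 0.10), HRK (2.16 ± 0.14) and CASP9 (1.74 ± 0.08) rose, and BAX, BAK1, PMAIP1 and FAS fell by 1.25, 1.76, 1.78 and 2.80 (list median −0.32, adjusted p = 0.694). The survival genes BCL2 and BIRC5 fell by 2.00 and 2.43 and CFLAR rose (1.36 ± 0.04), with a list median of 0.12 (adjusted p = 0.459). Of the p53 targets GDF15 (3.27 ± 0.42), TP53INP1 (2.78 ± 0.04), BBC3 and BTG2 (1.07 ± 0.05) rose and FAS fell (list median 0.06, adjusted p = 0.177).

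Neuronal differentiation genes were higher at 6 days. CNTN2 rose 53.1-fold, to 3025 ± 10 CPM, NEFL 3.60-fold, the microtubule genes MAPT 3.15-fold and DCX 3.14-fold, and 10 of 24 neuronal differentiation genes in all, with none lower (median 0.77, adjusted p = 3.95e-19, adjusted p = 0.0147 with an estimated correlation). NEFH was at −0.69 ± 0.04. Of 43 axon guidance genes, 15 rose and 9 fell, over all genes and adjusted over the list alone, and this list too is not independent evidence (median 0.25, adjusted p = 0.045, adjusted p = 0.178 with an estimated correlation). PLXNA4 (64.2-fold) and ROBO2 (36-fold) led the rises, and UNC5B and SLIT3 fell by 2.13 and 3.11. NGFR rose 24.8-fold and RET 31.9-fold, while GFRA2 fell 10.9-fold (list median 0.19, adjusted p = 0.592). Of the 10 adrenergic core transcription factors 6 fell, with ISL1 by 3.28 and TBX2 by 2.81, and PHOX2A rose (1.15 ± 0.05; median −1.08, adjusted p = 3.73e-07, adjusted p = 0.115 with an estimated correlation). Among bHLH factors and HES genes NEUROG2 rose (2.26 ± 0.08) and HES1 and HES6 fell by 1.31 and 1.37 (median −0.72, adjusted p = 0.268). Mesenchymal-state genes fell in 9 of 14 cases, with VIM, SNAI2 and PRRX1 by 2.58, 3.44 and 3.24, while SOX9 rose (2.31 ± 0.10); the median was −1.63, or −1.29 with the gene at 0 counts set to its bound (adjusted p = 0.0227, adjusted p = 0.382 with an estimated correlation).

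Retinoid genes were at their highest at 6 days, with RARB 31.3-fold, CRABP1 41.2-fold, CRABP2 12-fold and CYP26B1 89-fold above DMSO. DHRS3, a retinal reductase gene, rose from 1 count to 1.57 ± 0.35 CPM, and 10 of 11 targets had risen (median 4.68, adjusted p = 2.02e-16, adjusted p = 0.023 with an estimated correlation). The receptor genes RARA (2.05 ± 0.03) and RXRG (3.65 ± 0.11) rose with RARB (list median 1.25, adjusted p = 0.000373, adjusted p = 0.147 with an estimated correlation), as did 7 of 10 3' HOX genes, with HOXB5 at least 96.1-fold (median 1.502, adjusted p = 0.217). BPIFC and NOS1, a nitric oxide synthase gene of neurons, rose at least 934-fold and 352-fold from 0 counts, and CRB1 from 1 count to 169 ± 0.96 CPM. Among the largest falls were those of ARHGAP36 (163-fold), the motor protein gene KIF21B (52.1-fold) and IGSF1 (43.2-fold). At this time 6304 of 20237 genes were called, 3810 up and 2494 down. The mitochondrial share of counts was 3.26% to 3.27%, against 2.11% to 2.18% with DMSO. The call of the mitochondrial-genome list was lost with an estimated correlation (adjusted p = 0.416). HES1 lost its call without DMSO library 1 (−1.42), DMSO library 2 (−1.23) or ATRA 6 days library 1 (−0.77) and was at −2.25 without library 2, IFI6 lost it, an interferon gene at 1.00 ± 0.17, without DMSO library 1 (0.98), 2 (0.99) or ATRA 6 days library 2 (0.99), and the axon guidance list without DMSO library 1 (adjusted p = 0.0551) or 2 (adjusted p = 0.0584). CYP26B1, at 6.475, was at 7.23 without DMSO library 1.

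**Figure D2:**
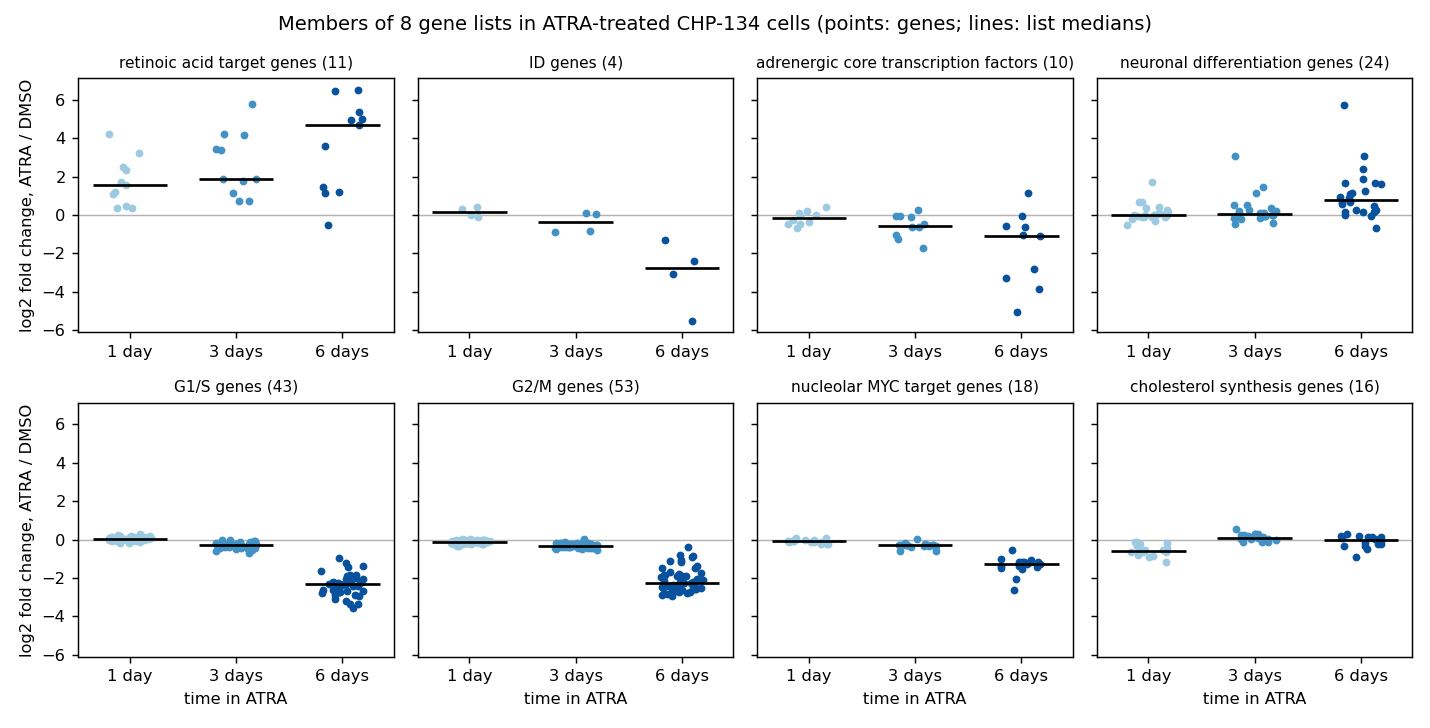
Log2 fold changes against DMSO of the genes of 8 lists after 1, 3 and 6 days of ATRA, with a point per gene and a line at the median of each list. Retinoic acid target genes are up from 1 day on, while ID genes and the G1/S, G2/M and nucleolar MYC lists lie lowest at 6 days.

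Successive times show when each change came. From 1 to 3 days CRB1 rose 36.5-fold, SPP1, an extracellular matrix gene, 27.2-fold and CYP26B1 6.00-fold, while the heat shock gene HSPA6 fell 54.2-fold (−5.76, or −6.49 without ATRA 3 days library 2) and the neuropeptide gene VGF 8.45-fold. Cholesterol synthesis genes rose again (median 0.69, adjusted p = 9.47e-54, adjusted p = 0.00609 with an estimated correlation), with FDFT1 at 1.04 ± 0.03. EGLN3, which senses oxygen, rose by 2.37 ± 0.05. ID1 was at −0.82 ± 0.04, MYCN at −0.29 ± 0.02 and MKI67 at −0.24 ± 0.02, and 827 genes were called (580 up, 247 down). Upward calls of 3' HOX genes (median 0.65, adjusted p = 0.0456) and p53 target genes (0.01, adjusted p = 0.0405) were made. With an estimated correlation they had adjusted p = 0.233 and 0.216. The call of 3' HOX genes was lost without ATRA 1 day library 1 or 2, and that of p53 target genes without ATRA 3 days library 1.

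From 3 to 6 days ID1 fell 25.6-fold (−4.68 ± 0.07, FDR 7.51e-35), ID2 by 2.20, ID3 by 2.52 and ID4 by 1.35, SMAD6 by 2.83, RRM2 by 2.98 and MKI67 by 2.19. RET rose 8.57-fold, DCX and MAPT rose by 1.38 ± 0.02 and 1.65 ± 0.02, the mucin gene MUC19 rose 57-fold and ARHGAP36 fell 21.2-fold. The step called 4269 genes (2568 up, 1701 down), against 827 in the step before. ID genes (median −2.36, adjusted p = 2.71e-12, adjusted p = 0.0862 with an estimated correlation), G1/S genes (−2.21, adjusted p = 8.75e-95, adjusted p = 0.00245) and G2/M genes (−2.001, adjusted p = 3.09e-90, adjusted p = 0.00245) fell, and neuronal differentiation genes rose (0.72, adjusted p = 3.82e-25, adjusted p = 0.0114).

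RA tumors were compared with control tumors to see what the drug does in the animal. The paper states that tumors used to measure the drug were taken within weeks of the last dose. It found more ATRA in them than in tumors of untreated mice. An effect of time off the drug on the values below was not tested. RARB rose 2.28-fold (1.19 ± 0.15, FDR 0.00194), from 3.79 ± 0.47 to 8.63 ± 1.28 CPM. CNTN2 rose 2.63-fold to 1310 ± 150 CPM, NGFR 3.10-fold, SOX9 4.12-fold and PHOX2A 2.03-fold. LOXL4, which crosslinks collagen, rose 4.27-fold, FAM163A, a neuroblastoma gene, 4.17-fold, the cell cycle regulator gene RGCC 3.18-fold (FDR 9.23e-05) and PLCL1 3.07-fold. The RNA-binding protein gene RBM24 (2.46-fold), AGBL1 (2.19-fold) and IGSF1 (2.17-fold) fell. In all, 60 of 21098 genes were called, 52 up and 8 down, and 3257 had an unadjusted p under 0.05. The 11 retinoic acid target genes had a median of 0.61 (adjusted p = 4.87e-08, adjusted p = 0.0495 with an estimated correlation), with RET at 0.87 ± 0.22, CYP26B1 at 1.00 ± 0.40 and CRABP1 at 0.61 ± 0.18. The retinoid receptor list passed (median 0.43, adjusted p = 4.32e-05, adjusted p = 0.0637 with an estimated correlation), with RARA at 0.67 ± 0.12 and RARG at 0.61 ± 0.15.

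ID genes did not pass in the tumors: ID1 was at 0.15 ± 0.98 (FDR 0.964), ID2 at 0.20 ± 0.12, ID3 at −0.14 ± 0.55 and ID4 at −0.13 ± 0.19 (median 0.01, adjusted p = 0.764). These values of ID1 and ID3 hang on control tumor 4, with 15.82 CPM of ID1 against 1.079 to 1.702 in the other control tumors and 2.073 to 9.651 in RA tumors: without it ID1 was at 1.81 and ID3 at 0.60, neither called. Without control tumor 4 and RA tumor 4, left out together after seeing the data, ID1 was called (2.07). SMAD9 was at 0.11 ± 0.08 and MYCN at 0.06 ± 0.13. Neuronal differentiation genes passed upward (median 0.30, adjusted p = 2.34e-13, adjusted p = 0.0689 with an estimated correlation), with TUBB3 at 0.47 ± 0.08, NEFL at 0.48 ± 0.10, DPYSL3 at 0.71 ± 0.14, MAP2 at 0.41 ± 0.09 and MAPT at 0.43 ± 0.10. So did axon guidance genes (0.19, adjusted p = 4.67e-08, adjusted p = 0.0511 with an estimated correlation), with none called over all genes and EPHA3 (1.10 ± 0.27) adjusted over the list alone, which is not independent evidence. ROBO2, PLXNA2 and PLXNA4 were at 0.90 ± 0.16, 0.70 ± 0.12 and 0.62 ± 0.11. Adjusted over the list alone, TBX2 (1.43 ± 0.35) was called beside PHOX2A, CD44 (−1.34 ± 0.37) beside SOX9, and the glycolysis gene PFKFB4 (1.18 ± 0.32). Of these calls over the list alone, that of CD44 was lost without control tumor 4 (−0.994) or RA tumors 2 (adjusted p = 0.0744) or 3 (0.0762), that of EPHA3 without control tumor 5 (0.988) or RA tumor 2 (0.886), that of PFKFB4 without control tumors 1 (adjusted p = 0.0752), 3 (0.107) or 5 (0.118) or RA tumors 1 (0.151), 2 (0.125) or 3 (0.0697), while TBX2 kept its call without any 1 tumor. Neurotrophin and GDNF receptors had a median of 0.46 (adjusted p = 0.038, adjusted p = 0.161 with an estimated correlation). G1/S genes were at −0.23 (adjusted p = 6.21e-16, adjusted p = 0.305 with an estimated correlation) and G2/M genes at −0.18 (adjusted p = 1.88e-12, adjusted p = 0.40), with RRM2 at −0.39 ± 0.11, CENPF at −0.26 ± 0.07, MKI67 at −0.28 ± 0.08 and BIRC5 at −0.41 ± 0.09, and CDKN1C was at 0.79 ± 0.16.

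Hypoxia and glycolysis genes had a median of 0.79 in RA tumors (adjusted p = 4.40e-12, adjusted p = 0.291 with an estimated correlation), with NDRG1 at 1.21 ± 0.36 and PGK1 at 0.63 ± 0.17. Cholesterol synthesis genes were at 0.33 (adjusted p = 2.43e-13, adjusted p = 0.131 with an estimated correlation), with FDFT1 at 0.69 ± 0.12 and HMGCS1 at 0.65 ± 0.12. Mitochondrial-genome transcripts were at −0.32 (adjusted p = 0.001, adjusted p = 0.54 with an estimated correlation), with MT-CYB at −0.45 ± 0.13. Marker genes of mouse host cells can enter the counts: their mean log2 CPM was −0.17 in control tumor 4, −0.56 in control tumor 1, −0.67 in RA tumor 1 and −0.97 to −0.79 in the rest. Leaving out libraries changed the count of genes by more than 1.5 times: it was 24 without RA tumor 2, 28 without RA 3, 33 without RA 1, 160 without RA 4, 34 and 33 without control tumors 3 and 5, and 91 without control 2. Without control 1 or 4 it was 51 or 73. The fall of IGSF1 lost its call without controls 1, 3, 4 or 5 or RA tumors 1 to 3 (−1.14 to −0.98), as did RBM24 (−1.34 to −1.19), AGBL1 without controls 3, 4 or 5 or RA 1 to 3 (−1.18 to −0.96), and PHOX2A without controls 1 to 3 or RA 1 to 3 (0.90 to 1.04), while ROBO2 was called without RA 4 (1.05). The neurotrophin list lost its call without control 1 (adjusted p = 0.0787), control 4 (0.0521), RA 3 (0.0503) or RA 4 (0.087), and the mitochondrial list without RA 4 (0.096).

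Control tumors against DMSO cells asks what growth in the animal changes without the drug. The ID genes were lower in the tumors: ID1 27.3-fold (−4.77 ± 0.69, FDR 6.45e-05), at 3.99 ± 6.09 against 109.4 ± 0.89 CPM, ID2 3.07-fold (−1.62 ± 0.11), ID3 68.8-fold (−6.11 ± 0.37) and ID4 5.72-fold (−2.52 ± 0.14). All 4 were called over all genes and adjusted over the list alone, which is not independent evidence (median −3.64, adjusted p = 0.00199, adjusted p = 0.102 with an estimated correlation). Without control tumor 4 ID1 was at −6.395, ID3 at −6.83 and SMAD6 at −8.77, against −4.77, −6.11 and −6.36 with it. SMAD6 was 81.9-fold lower, SMAD7 3.62-fold, and 8 of 9 other BMP target genes were lower, with ATOH8 by 6.22, TLX2 by 3.13 and GATA3 by 3.00 (median −3.004, adjusted p = 1.93e-05, adjusted p = 0.0683 with an estimated correlation). SMAD9 was at 0.64 ± 0.09. BAMBI and GREM1 fell by 2.79 and 4.47, while NOG (1.06 ± 0.38) and FST (7.38 ± 1.45, or 6.49 without control tumor 4), which bind and block BMPs and activins, were higher. PHOX2A (−2.86 ± 0.19), GATA3 and HAND2 (−1.08 ± 0.07) were among 8 of 10 adrenergic core transcription factors that fell (median −2.39, adjusted p = 2.85e-09, adjusted p = 0.0303 with an estimated correlation). MYCN was at 0.53 ± 0.14.

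Cholesterol synthesis genes fell in 14 of 16 cases (median −1.46, adjusted p = 7.33e-19, adjusted p = 0.0511 with an estimated correlation), with DHCR7 9.02-fold and LSS 2.69-fold lower. CDKN1A fell 5.603-fold, BCL2 rose 2.17-fold, and MKI67 was at −0.59 ± 0.08. G1/S genes fell in 17 of 43 cases (median −0.87, adjusted p = 9.68e-11, adjusted p = 0.40 with an estimated correlation), MCM5 4.43-fold, and G2/M genes in 21 of 53 (−0.88, adjusted p = 3.62e-15, adjusted p = 0.332), UBE2C 3.45-fold. Axon guidance genes rose in 14 and fell in 9 cases, over all genes and adjusted over the list alone (median 0.31, adjusted p = 0.875), with PLXNA4 34.7-fold higher. STMN2, STMN4 and CNTN2 rose by 1.38 ± 0.09, 1.53 ± 0.12 and 2.96 ± 0.21, and TUBB3, NCAM1 and PRPH fell by 1.31, 2.60 and 2.13 (median −0.21, adjusted p = 0.868); DCX was at 0.71 ± 0.10. NTRK2, NTRK3, NGFR and RET rose by 2.63 ± 0.38, 2.14 ± 0.11, 1.74 ± 0.34 and 1.32 ± 0.27, and GFRA2 fell by 3.21. RARB (4.10-fold) and CRABP1 (10.8-fold) rose and CYP26A1 was at least 7.48-fold higher, while STRA6 and TGM2 fell by 2.92 and 3.34 (retinoic acid targets, median 0.28, adjusted p = 0.868). NEUROG1 was at least 10.3-fold higher and NEUROG2 11-fold, and TCF3 (−1.65 ± 0.08) was lower (bHLH factors and HES genes, median −0.34, adjusted p = 0.0473, adjusted p = 0.138 with an estimated correlation).

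Many of the largest differences were of genes at 0 counts in 1 of the systems. C2orf16, the glucose transporter gene SLC2A2 and SPDYE3 were at least 741-fold, 697-fold and 457-fold higher in tumors, with 0 counts in DMSO cells, and SFT2D3, overlapped by WDR33, was at least 352-fold lower, with 0 counts in control tumors. IFI16, a DNA sensor gene, fell 203-fold (−7.67, or −8.27 without control tumor 4) and the muscle enzyme gene CKM 108-fold (−6.76, or −8.22 without control tumor 1). Of the interferon response genes IFIT1, IFIT2, IFIT3 and IRF7 were at least 124-fold, 56.6-fold, 42.1-fold and 83.5-fold higher and DDX58 rose (1.02 ± 0.22), while IFI44 and IFI44L fell by 1.21 and 1.86 (median 0.73, adjusted p = 0.223). MT-ND5 rose by 2.13 ± 0.23 and NDRG1 by 2.80 ± 0.46 (mitochondrial list 1.09, adjusted p = 0.128, hypoxia list 0.58, adjusted p = 0.868). Of 25787 genes 11056 were called, 8111 up and 2945 down, and the median of all genes was 0.25 with TMM, 0.29 with RLE, 0.65 with DESeq2 and 0.52 with no filter. Over protein-coding genes it was −0.101 in this model (2755 up, 2186 down) and 0.065 in a model of these genes alone with its own scaling, so fold changes depend on the genes used for scaling. Sequencing kit and tissue differ together between these groups and are not separable. The paper states a luciferase label for the implanted cells and none for those in culture. An effect of that label is not separable either. Without DMSO library 1 the calls of NOG (1.19) and DDX58 (0.85) were lost. NOG also lost its call without DMSO 2 (0.97) or controls 2 (0.95) or 4 (0.98), and DDX58 without controls 1 (0.95) or 5 (0.97). The bHLH list lost its call without controls 1 (adjusted p = 0.0635), 2 (0.0503), 3 (0.0525), 4 (0.125) or 5 (0.0568).

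**Figure D3:**
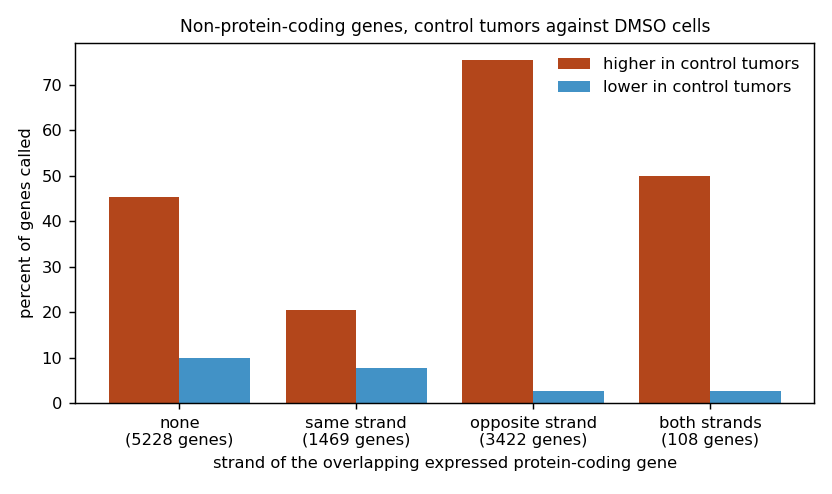
Share of non-protein-coding genes called higher or lower in control tumors than in DMSO cells, by the strand of an expressed protein-coding gene that overlaps them. Genes overlapped on the opposite strand only are higher in 75.5% of cases, against 45.4% of genes with no such overlap.

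RA tumors against DMSO cells gave the ID genes at nearly the same distance: ID1 25.6-fold lower (−4.68 ± 0.74, FDR 0.000122), ID2 2.67-fold, ID3 78.1-fold and ID4 6.21-fold, 4 of 4 called both ways (median −3.66, adjusted p = 0.00416, adjusted p = 0.178 with an estimated correlation), which again is not independent evidence. SMAD6 was 108-fold (−6.76, or −7.365 without RA tumor 1) and ATOH8 79.5-fold lower. RARB (9.39-fold), CRABP1 (16.4-fold), CNTN2 (20.5-fold) and PLXNA4 (53.5-fold) rose, MKI67 was at −0.87 ± 0.09 and MYCN at 0.59 ± 0.15. In all, 11328 genes were called, 8258 up and 3070 down.

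ATRA in cells and 13-cis-retinoic acid in tumors differ in dose, time, system and the form of the drug. Cells at 6 days are also survivors of ATRA, and the tumors may have been some time off the drug. The effects were compared by testing their difference, the tumor effect minus the 6 day effect. It was higher than 0 for ID1 (5.57 ± 1.26, FDR 0.0037), ID2 (3.26 ± 0.17), ID3 (2.19 ± 0.63) and ID4 (1.15 ± 0.22), all 4 called, again not independent evidence (median 2.72, adjusted p = 0.000856, adjusted p = 0.0983 with an estimated correlation). Proliferation genes also fell less in tumors: the difference was 2.17 ± 0.12 for MKI67 and 2.49 ± 0.11 and 2.25 ± 0.10 for the mitotic genes ZWINT and BUB1B, and it was called in 42 of 43 G1/S genes (median 2.14, adjusted p = 1.00e-59, adjusted p = 0.0515 with an estimated correlation), 47 of 53 G2/M genes (2.01, adjusted p = 1.35e-74, adjusted p = 0.0426) and 15 of 18 nucleolar MYC target genes (1.23, adjusted p = 8.70e-21, adjusted p = 0.0147). KIF21B (5.54 ± 0.22), ODC1 (1.78 ± 0.11), BCL2 (2.08 ± 0.20) and MYCN (1.06 ± 0.20) went the same way. Retinoid genes rose less in tumors, with a difference of −3.81 ± 0.23 for RARB, −5.53 ± 0.56 for CYP26B1 and −4.15 ± 0.33 for RET, called in 10 of 12 retinoic acid target genes (median −3.19, adjusted p = 1.80e-08, adjusted p = 0.023 with an estimated correlation). So did CNTN2 (−4.37 ± 0.27), DCX (−1.38 ± 0.15), the synapse gene DLG2 (−5.58 ± 0.21) and the neuronal transcription factor gene NHLH1 (−3.25 ± 0.12), and 10 of 24 neuronal differentiation genes (median −0.58, adjusted p = 1.92e-06, adjusted p = 0.132). The difference was called for 5377 genes, 2005 above and 3372 below 0, with a median of −0.12 over all genes. The call of MYCN was lost without control tumor 1 (0.97). Without control tumor 4 the difference was 7.20 for ID1 and 2.925 for ID3, and without DMSO library 1 it was −6.28 for CYP26B1.

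Across 17961 genes measured in both systems, log2 fold changes of RA tumors and of 6 days of ATRA correlated with r = 0.367 and rho = 0.362, where genes are not independent replicates. Of the 60 genes called in tumors, 48 were tested in cells. Of these, 46 had log2 fold changes of the same sign at 6 days, among them CHST15 (0.197) and AGBL1 (−0.275), not called in cells. Of the 42 that rose in tumors 41 were also called up in cells, against 7.1 for independent lists, and of the 6 that fell 3 were called down, against 0.7, and 1 up. Control tumors and 6 days of ATRA, both set against the same DMSO cells, correlated with r = 0.277 and rho = 0.36 over 25787 genes. Groups simulated as unchanged against those 2 libraries gave r = 0.50 (0.445 to 0.559 in 20 simulations), and a covariance of 0.0426 against 1.24 observed. Called in both were 2064 genes higher (1273.6 for independent lists, at most 1 in the simulations) and 788 lower (269.5), with 222 higher in tumors and lower in cells (742.3) and 197 the other way (462.4). Shared controls thus add little to the covariance. With 2 DMSO libraries a split would leave 1 for each comparison and was not made, so part of the excess in shared calls may come from the shared controls.

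**Figure D4:**
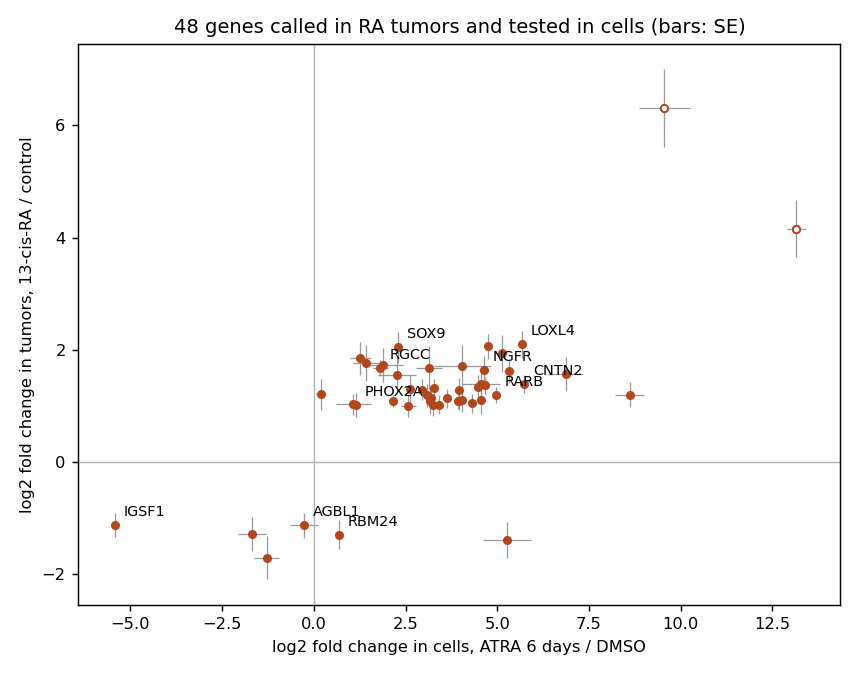
Log2 fold changes of 48 genes called in RA tumors, with tumors on the vertical axis and 6 days of ATRA in cells on the horizontal axis, bars as SEs and open points for genes with 0 counts in the control group of either system. Of these, 46 lie on the same side of 0 in both.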

Values the study reported

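The study reported a 50-fold decrease in the expression of ID1 to ID4 in control tumors relative to CHP-134 cells in culture, with a P value of 0.01 for the loss of the ID gene signal in a gene set test.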

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

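The test of exchanged labels and the use of matched lists against dilution by mouse RNA were chosen only after the result was seen. Within each group of tumors, a library stood apart when its gap to the nearest other library, over the range of the group, passed Dixon's 95% critical value, and chance alone does this in about 1 of 20 groups. Of 236 such tests (113 genes and 5 library measures in each group of tumors) 19 passed, against 11.8 by chance. Control tumor 4 accounts for 7 of these. It had the highest ID1 at 15.82 CPM (1.079 to 1.702 in the other control tumors), ID3 at 6.825 (1.251 to 1.88), SMAD6 at 4.786 (0.1047 to 0.3318), FST at 54.06 (4.917 to 13.49) and CD44 at 1.679 (0.6081 to 0.8009), the lowest STMN4 at 28.33 (34.29 to 36.54), and 33870 detected genes (31900 to 32310). Control tumor 1 stood above the others for LOXL4 at 1.715 CPM (0.995 to 1.187), CKM at 1.08 (0.0524 to 0.154) and CD68 at 3.202 (0.8667 to 1.457), and control tumor 2 for NEFL at 217.8 (166.6 to 181). Among RA tumors, NGFR was higher in tumor 1 at 16.03 CPM (9.396 to 9.619), AGBL1 and NEUROG2 were lower there at 8.281 (11.79 to 12.11) and 68.21 (82.08 to 83.35), and RET and CSF1R were higher in tumor 2 at 5.433 (3.459 to 3.694) and 0.6986 (0.5362 to 0.561). PDGFRB was higher in RA tumor 3 at 1.683 CPM (0.8838 to 0.9703), and RBM24 and IFI44L in RA tumor 4 at 6.968 (3.276 to 3.532) and 149.4 (69.65 to 80.42).

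Other results stood out because a test of the difference between effects passed. For the effect in tumors minus that of 6 days of ATRA in cells, log2 differences were 5.567 for ID1, 3.26 for ID2, 2.186 for ID3, 1.152 for ID4, 5.544 for KIF21B, 2.488 for ZWINT, 2.247 for BUB1B, 2.166 for MKI67, 2.081 for BCL2, 1.779 for ODC1 and 1.064 for MYCN. They were −5.58 for DLG2, −5.532 for CYP26B1, −4.37 for CNTN2, −4.15 for RET, −3.807 for RARB, −3.247 for NHLH1 and −1.381 for DCX. Between 1 and 3 days of ATRA the effect differed by 5.188 for CRB1, 4.763 for SPP1, 2.586 for CYP26B1, 2.372 for EGLN3, 1.037 for FDFT1, −3.079 for VGF and −5.761 for HSPA6. Between 3 and 6 days it differed by −4.676 for ID1, −2.202 for ID2, −2.522 for ID3, −1.35 for ID4, −4.409 for ARHGAP36, −2.979 for RRM2, −2.83 for SMAD6 and −2.192 for MKI67, and by 5.832 for MUC19, 3.099 for RET, 1.647 for MAPT and 1.384 for DCX.

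The RA and control tumors differ in 60 called genes, and 2 of 100 splits of the 9 tumors, the real split among them, gave at least as many. So high a number is thus rare among the splits drawn. Splits that mix RA and control tumors hold any drug effect within their groups, which lowers their counts. The rank therefore does not exclude chance for the number of genes. The highest other split, 102 genes, sets control tumor 4 beside RA tumors 1 to 3, with RA tumor 4 among the controls, which points to a structure of the samples. For gene lists chance cannot be excluded either, since 12 of 100 splits called at least the 10 lists of the real split (highest other 13). An exchange of the labels of control tumor 4 and RA tumor 4 is argued against by the mean standardized level of 152 protein-coding genes called up at all 3 ATRA times: it was −0.274 in control tumor 4, below the 0.407 to 0.911 of RA tumors 1 to 3, and 0.324 in RA tumor 4, above the −0.574 to −0.359 of the other control tumors. What sets control tumor 4 apart stays open, and no biological explanation was tested because the labels name no difference among control tumors.

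The ID genes were lower in control tumors than in DMSO cells, with a median of −3.644. A property shared by genes of like abundance and GC content, such as a bias of the library kit, is argued against: 0% of 10000 lists of 4 genes matched on both had a median as low, and the middle 95% of their medians spanned −1.263 to 0.041. Dilution of human RNA by mouse RNA in the tumor piece would lower all human genes alike, and scaling of library sizes removes such a shift. The matched lists, with a 2.5th percentile of −1.263, therefore cannot test dilution. The test first set for dilution, a comparison with the adrenergic core transcription factors, did not decide: their median of −2.39 lies 1.253 above that of the ID genes, and the median absolute deviation of its members is 1.554. Growth in the animal stays open as a hypothesis, as does an effect of the luciferase label. An effect of the kit on these 4 genes alone would not account for the falls of SMAD6 and other BMP target genes given above. Nor would it account for the paper's Western blot, in which phosphorylated SMADs were almost lost in the xenografts, since that measures protein. Tissue and kit differ together, as may the label, and no sample separates them.

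More genes were higher than lower in control tumors against DMSO cells, with 73.4% of called genes higher. After seeing which genes differed most, the hypothesis was set that reads from the opposite strand are counted in the table of tumors and not in that of cells. Among non-protein-coding genes, those with an expressed protein-coding gene on the opposite strand only had a median log2 fold change 4.612 (95% interval 4.33 to 4.761) above those with none, as this explanation needs. More unspliced RNA in tumors is argued against, because genes overlapped on the same strand only had a median lower than those with none, by −0.614 (−0.698 to −0.531). Genes with no overlap were still higher in 45.4% and lower in 10% of cases, so this does not account for the whole excess. Kit, tissue and the luciferase label stay open.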

How the results depend on the processing

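The counts without 2 or 3 tumors together and those without genes overlapped on the opposite strand were chosen only after the result was seen. For the 363 gene values with alternatives, 321 stayed on the same side of the threshold in each of them: of 4512 alternative values 4379 gave the same call, 116 lost it, 17 gained it and 0 changed direction. Depth limits the genes tested, since those under about 10 counts were removed, and folds from 0 counts are bounds.

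Without the fold threshold the counts of genes, in the order of the report, were 5339, 9113 and 15197 at 1, 3 and 6 days of ATRA (554, 1593 and 6304 with it), 6980 and 13782 for the successive steps (827 and 4269), 342 between the tumors (60), 18479 and 18562 for control and RA tumors against DMSO (11056 and 11328) and 10447 for the difference of effects (5377), by construction. Without that threshold, 58.8% of calls in control tumors against DMSO were higher (10871 up, 7608 down), against 73.4% with it. At 1 day of ATRA 49.7% were higher (2653 up, 2686 down), against 71.1% with it. DESeq2 called 337 genes at 1 day (331 shared with edgeR) and 540 between 1 and 3 days. It called 118 between the tumors, where 87 rose, 31 fell and 55 were shared. The last count was 124 with no filter on low counts (55 shared). The cause was not tested. Leaving out each tumor in turn gave 24 (RA tumor 2) to 160 genes (RA tumor 4). It gave 36 without control 4 and RA 1 (26 shared), 274 without control 4 and RA 4 (55 shared), with ID1 then called at 2.07, and 19 without control 1, control 4 and RA 1, the tumors with the highest share of the small RNAs RN7SL and RN7SK (14 shared). In this last, CNTN2 (1.324), PLCL1 (1.489), PHOX2A (1.066), RBM24 (−1.272) and IGSF1 (−0.996) were not called. The host-cell marker score as covariate, which does not measure mouse RNA alone, gave 64 (43 shared, without AGBL1 at −1.166 and IGSF1 at −1.144). Of the calls adjusted over the list alone, it ended those of EPHA3 (0.94), CD44 (adjusted p = 0.0705) and PFKFB4 (adjusted p = 0.0504). The replicate block ended those of EPHA3 (0.991) and PFKFB4 (adjusted p = 0.161), and no filter that of PFKFB4 (adjusted p = 0.0567). TBX2 kept its call in these settings but lost it without control 1, control 4 and RA 1 (adjusted p = 0.107).

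With protein-coding genes only, 4694 genes (3066 up) were called in control tumors and 4956 (3233 up) in RA tumors against DMSO, and without genes overlapped on the opposite strand 5643, 5820 and, for the difference of effects, 3573. These models test fewer genes and scale anew, and how much each adds was not tested. DESeq2 moved the share of higher calls by over 10 points between the tumors, from 86.7% (52 up, 8 down) to 73.7% (87 up, 31 down). It did so in no other comparison, and RLE in none. Between the tumors the share was 75.8% with no filter on low counts (94 up, 30 down). Leaving out each tumor gave 71.4% (control 2, 65 up, 26 down) to 100% (RA tumor 2, 24 up, 0 down). In control tumors against DMSO the share was 73.4% with TMM (8111 up, 2945 down), 74.9% with RLE and 76.5% with DESeq2. It was 82.5% with GC and length trends removed (8568 up, 1822 down) and 65.3% in a model of protein-coding genes alone. Of the calls of these genes in the model of all genes, 55.8% were higher (2755 up, 2186 down). Without genes overlapped on the opposite strand the share was 67.3% (3796 up, 1847 down). The correlation of control tumors with 6 days of ATRA was 0.379 over protein-coding genes (0.277 over all). That of RA tumors with 6 days was 0.504 over genes with a mean CPM of 5 or more and 0.475 over genes called in cells (0.367 over all). Why these correlations were higher was not tested. Leaving out a library gave 0.232 to 0.34 and 0.296 to 0.383. Of the 98 list tests called, 24 were called with an estimated correlation and 222 tests were called with fry, which asks another question. Leaving out a library gave 96 to 100. The median of p53 target genes from 1 to 3 days turned from 0.012 to −0.008 with DESeq2, and the cause was not tested.

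Among the calls lost for a cause not tested were, under DESeq2, SEMA3C at 3 days (−1.155), and at 6 days HES1 (−1.364), IFI6 (0.979) and TRIB3 (0.999). EPHA3 (1.099), TBX2 (1.436), PFKFB4 (1.183) and NDRG1 (1.21) were called by it in RA tumors. With no filter RBM24 (−1.278), AGBL1 (−1.119) and IGSF1 (−1.101) were not called in RA tumors, and with GC and length trends removed HAND2 (−0.593), LSS (−0.93), TUBB3 (−0.97), TCF3 (−0.914), EGFL7 (−0.673), DDX58 (0.87) and BCL2 (0.973) were not called in control tumors. MYCN lost its call in the difference of effects over protein-coding genes (0.973). Scaling of the tumors to spike-in RNA was not run, since none of the 60662 entries used for them is for spike-in RNA.

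With the replicate number as a block, the counts of genes were 543, 1564 and 6278 at 1, 3 and 6 days, 812 and 4255 for the steps, 12 between the tumors (10 shared), 10621 and 11066 for the tumors against DMSO and 5095 for the difference of effects. RARB (1.173), NGFR (1.555), SOX9 (1.942), FAM163A (2.003), PHOX2A (1.141), RBM24 (−1.237), AGBL1 (−0.958) and IGSF1 (−1.036) were not called between the tumors in that model. With GC and length trends removed control tumors gave 10390, and 10040 with the replicate block as well. The numbers do not pair the libraries: deviations from the group means correlated with −0.122 to 0.022 for same-numbered and −0.022 to 0.122 for other cell libraries, and with −0.486 to 0.183 and −0.272 to 0.581 for tumors, so not every tumor was nearest to its own number.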

Other observations

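The counts of genes at 0 in cells or in tumors and the shares of RN7SL and RN7SK were chosen only after the result was seen. Genes of catecholamine synthesis, storage and release rose in 6 of 11 cases at 6 days of ATRA, with GCH1, which makes a cofactor of that synthesis, lower by −2.15 ± 0.07 (median 2.00, adjusted p = 0.26). Among unfolded protein and stress genes the stress response genes DDIT3 (1.39 ± 0.09), TRIB3 (1.02 ± 0.17) and CHAC1 (1.25 ± 0.13) rose and the heat shock genes HSPA1B and DNAJB1 fell by 1.38 and 1.45 (median 0.07, adjusted p = 0.435). TRIB3 lost its call without DMSO library 2 (0.98) or ATRA 6 days library 1 (0.917). Hypoxia and glycolysis genes split at 6 days. VEGFA (2.32 ± 0.05), NDRG1 (1.74 ± 0.09), EGLN3 (3.87 ± 0.05), ALDOC (1.81 ± 0.06) and KDM3A (1.10 ± 0.04) rose, and the glycolysis genes SLC2A1, LDHA, HK2 and ENO1 fell by 1.04, 2.30, 1.32 and 1.23 (median −0.22, adjusted p = 0.838).

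Marker genes of other cell types were read in tumors, and CHP-134 cells in culture expressed some of them as well. Of 6 Schwann cell markers 5 were higher in control tumors than in DMSO cells, with SOX10 at least 36.3-fold higher, PMP22 at 1.85 ± 0.33, and ERBB3, MBP and CDH19 at 1.92 ± 0.15, 1.15 ± 0.21 and 1.17 ± 0.58 CPM against 1 count in DMSO cells (median 5.93, or 5.55 at the bound, adjusted p = 0.284). Of 6 leukocyte markers 4 were higher: CD68 (2.65 ± 0.53, or 3.42 without DMSO library 2), CSF1R (3.02 ± 0.64, or 3.67 without it), CD3E at least 4.68-fold, and CD74 at 3.57 ± 0.69 CPM against 2 counts (median 2.83, or 2.44 at the bound, adjusted p = 0.319). The endothelial markers PECAM1 (at least 33-fold) and ERG (2.00 ± 0.73) were higher and EGFL7 (−1.65 ± 0.16) was lower (median 2.00, adjusted p = 0.99). Fibroblast markers were lower in 7 of 12 cases, among them PDGFRB (−4.89 ± 0.20) and COL5A1 (−2.88 ± 0.17), and higher for COL1A2 (2.68 ± 0.48) and FAP (2.44 ± 0.89, or 3.44 without DMSO library 2), with a median of −1.44 (adjusted p = 0.00671, adjusted p = 0.332 with an estimated correlation). The red cell markers HBA2 (at least 4.44-fold) and SLC4A1 (2.10 ± 0.62) were higher (median 5.41, or 2.15 at the bound, adjusted p = 0.801), and the 2 skin epithelial markers measured had a median of 0.12 (adjusted p = 0.44). Without DMSO library 1 the calls of FAP (1.82), ERG (1.91), HBA2 (5.38) and SLC4A1 (1.71) were lost. Without control tumor 4 FAP lost its call (1.93), without DMSO library 2 ERG (2.10) and HBA2 (5.40), and without control tumor 5 ERG (1.66).

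In cells alone, the endothelial markers CLDN5 (90.9-fold) and ERG (3.13 ± 0.64) rose at 6 days of ATRA (median 3.13, adjusted p = 0.0236, adjusted p = 0.291 with an estimated correlation), and the list lost its call without DMSO library 1 (adjusted p = 0.0812) or 2 (0.0649). The leukocyte marker C1QA rose at least 12.4-fold, to 0.51 ± 0.03 CPM.

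In all control tumors together ID1 was 27.3-fold, ID2 3.07-fold and ID4 5.72-fold lower than in DMSO cells. These falls are smaller than the value quoted from the study above. That does not hold for ID3 (68.8-fold lower), nor for ID1 without control tumor 4 (−6.395 against −4.77 with it). At 0 in all cells yet at 10 CPM or more in tumors were 88 genes, 18 of them protein-coding, and 15 genes, 1 of them protein-coding, showed the reverse. The share of counts of RN7SL and RN7SK was 6.04% to 6.2% in control tumors 1 and 4 and RA tumor 1 and 3.14% to 4.63% in the other tumors, against 5.62% to 6.56% in cells.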
